A study of Mus musculus with 10 samples. Its data were reported in "ARID1A deficiency weakens BRG1-RAD21 interaction that jeopardizes chromatin compactness and drives liver cancer cell metastasis" (2021).

How the data were processed

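Chromatin immunoprecipitation followed by sequencing (ChIP-seq) was carried out in AB17 cells, an immortalized hepatocyte line isolated from a mouse whose Arid1a gene is flanked by loxP sites (Arid1a fl/fl). The line had been immortalized with SV40 large T antigen and transduced with an activated H-Ras. Infection with an adenovirus carrying GFP (Ad-GFP) left Arid1a intact and gave the wildtype (WT) cells, and infection with an adenovirus carrying Cre recombinase (Ad-Cre) gave the knockout (KO) cells. The series held 10 samples. Peak lists were analysed for 8 of them, which were H3K9me3 and H3K27me3 in WT and in KO cells, and Arid1a, Brg1 (the ATPase encoded by Smarca4), Ctcf and Rad21 in WT cells. The 2 input samples, 1 per genotype, entered through the peak calling, and their reads were not analysed here. Samples were grouped by genotype and antibody as their titles give them, with 1 library per group.

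According to the study's methods, the authors aligned the reads to mm10 with bowtie2, removed low-quality reads with SAMtools and PCR duplicates with Picard, and called peaks with MACS2 at default parameters against the corresponding input. That this was the input of the same genotype was inferred here from the sample titles. Tool versions were not stated, and no pooling of libraries was named. Each deposited list gave 1 position per peak, the summit, with a −log10 q-value that the authors' MACS2 run had assigned to it. The unit was read from the values, because the lists had no header and no value lay under 1.30, which is the −log10 of a q-value of 0.05. The −log10 q-value belongs to the peak in its own library and grows with sequencing depth, so it was used only to rank or filter peaks within a list. Peak widths, pileup and fold enrichment were not analysed here.

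The read depth of the libraries is unknown from the lists. A deeper library yields more peaks at the same threshold, and the number of peaks in a list therefore measures depth and antibody efficiency as well as occupancy. Narrow-peak calling of the broad marks H3K9me3 and H3K27me3 also splits a broad domain into a string of summits, whose exact positions inside the domain are loosely defined. Both properties can lower the overlap between lists of summits for reasons unrelated to genotype.

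Summits on chromosomes 1 to 19, X and Y were kept, and positions are given 1-based in mm10 (GRCm38). The build was checked against the GRCm38 reference, in which 0 summits lay beyond a chromosome end. The planned comparison counted peaks that overlap by at least 1 bp. As the lists held summits of 1 bp, each summit was extended by 500 bp on each side, an extension that had been listed among the alternatives, and summits of different lists at most 1000 bp apart were counted as overlapping. The share of summits with a partner was given with a 95% Wilson binomial confidence interval, which covers counting error only, since neighbouring summits are not independent and no replicate exists. The share that chance gives was measured over 1000 random placements. In each placement the partner list was moved along every chromosome by a random circular shift, which keeps the clustering of the summits. For the overlap of Rad21 with 3 partners at the same time, the Rad21 list was moved. The result of a placement test is a statement about the libraries compared and does not extend to replicated conditions. Tests were one-sided counts of the placements that reached the observed share.

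The procedure was tested on simulated partner lists set against the 101647 Rad21 summits. Each was the Brg1 list after a random circular shift, with partners planted near Rad21 summits where stated. Where 45.2% of summits had been given a partner within 1 kb, 45.2% were recovered, and where 11.9% had been given one, 11.8% were recovered. Partners were planted closer than 1 kb, and the planted share was counted with the same limit of 1 kb as the observed share. The recovered share was the observed share corrected for the share that random placement gives. These values check the counting and this correction only. Of 40 unrelated simulated lists, without planted partners, 2 passed a threshold of 0.05. These lists were made by the same circular shift as the placements, so a pass rate near this threshold was built in. It does not show how often real lists that share regional density would pass.

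Summits were annotated with GENCODE vM21 genes. A summit within 2 kb of any of the 132629 annotated transcript starts was counted as promoter, and the rest were divided into exon, intron and intergenic, in that order. GC content was taken over 250 bp on each side of the summit, and the soft-masked bases of the reference were used as the repeat annotation. Matches to the Ctcf consensus CCASYAGRKGGC, written in IUPAC letters, were counted on both strands within 50 bp of a summit, with positions moved by 2000 bp as the background. Ratios in the full comparison of the 8 lists used 100 placements. Gene starts in the gene-level counts were the outermost starts of 21938 protein-coding genes.

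The genes named in the text were fixed before the data were examined. They were the 10 genes singled out by the study (Arid1a, Smarca4, Ctcf, Rad21, Pmp22, Gsc, Atg10, Rnf125, Cdh5 and Six2), each with 50 kb on both sides. The named peaks were, for each mark, the 3 highest in WT without a KO peak and the 3 highest in KO without a WT peak, together with the 3 highest Rad21 peaks that overlapped Brg1, Ctcf and Arid1a. Fold enrichment had been planned as the ranking value and was replaced by the −log10 q-value.

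Alternatives fixed before the data were examined were a −log10 q-value of at least 5, overlap of at least 50% of the summit window (summits at most 500 bp apart), equal numbers of peaks taken from the top of each list by −log10 q-value with ties broken at random, merging of mark summits within 3 kb, autosomes only, removal of regions shared by many antibodies (mark summits within 1 kb of all 4 factors, and factor summits within 1 kb of both marks in WT cells), summits more than 2 kb from every annotated start, a promoter window of 5 kb and gene windows of 2 kb. Alternatives used 200 placements. Distances of at most 100 bp and of 0 bp were added after the data had been seen. A filter on fold enrichment and all comparisons of covered length were left out. Computations used python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.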

Results

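To examine the chromatin landscape behind the effect of Arid1a loss in hepatocytes, the ChIP-seq peak lists of AB17 cells were analysed by genotype and antibody. H3K9me3 (a mark of constitutive heterochromatin) and H3K27me3 (the Polycomb mark) were profiled in both genotypes, the WT cells having received Ad-GFP and the KO cells Ad-Cre. Arid1a and Brg1, subunits of the SWI/SNF chromatin remodelling complex, Ctcf, a zinc finger protein at loop anchors and domain borders, and Rad21, a cohesin subunit, were profiled in WT cells. Each group was a single library, so no difference below has a replicate check and no p-value across peaks or genes is given. Read depth is unknown, and the number of peaks cannot be corrected for it.

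The H3K9me3 lists held 143835 summits in WT and 134976 in KO cells. The H3K27me3 lists held 109601 summits in WT and 86050 in KO cells. In WT cells, 70408 Arid1a, 81527 Brg1, 91355 Ctcf and 101647 Rad21 summits were listed on chromosomes 1 to 19, X and Y. Most summits lay close to the calling threshold. The median −log10 q-value was 2.64 for WT H3K9me3, 2.47 for KO H3K9me3, 2.55 for WT H3K27me3 and 2.75 for KO H3K27me3. It was 2.70 for Arid1a and 2.56 for Brg1, against 3.34 for Rad21 and 4.02 for Ctcf. Summits with a −log10 q-value of at least 5 made up 2.49% of the Arid1a list, 3.94% of the Brg1 list, 26.1% of the Rad21 list and 41.2% of the Ctcf list. Many summits shared the same value, and the 10 commonest values accounted for 74.4% of the KO H3K9me3 summits and 32.8% of the Ctcf summits.

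To ask whether Arid1a loss changed the number of repressive mark peaks, KO and WT lists were compared. The KO to WT ratio of H3K9me3 peak counts was 0.938 (95% binomial interval 0.931 to 0.945). Among peaks with a −log10 q-value of at least 5 the order was reversed, with 5942 WT and 6542 KO peaks and a ratio of 1.101. The ratio over all H3K9me3 peaks also differed in direction between chromosomes. Among autosomes it ran from 0.649 on chromosome 11 to 1.22 on chromosome 13, and it was 1.55 on X and 2.31 on Y. For H3K27me3 the ratio was 0.785 (0.778 to 0.792), and it stayed below 1 at the stricter threshold, with 12427 WT and 10174 KO peaks and a ratio of 0.819. These intervals cover counting error only, and a difference in depth or in antibody efficiency between the libraries could not be separated from genotype.

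Next, the positions of the marks were compared between genotypes. Among WT H3K9me3 summits, 31.1% (30.9 to 31.3) had a KO H3K9me3 summit within 1 kb, against a mean of 10.5% over the random placements. In the other direction, 33.3% (33.0 to 33.5) of KO H3K9me3 summits had a WT summit, against 11.2% placed. For H3K27me3, 54.4% (54.1 to 54.7) of WT summits had a KO summit, against 6.52% placed, and 68.3% (68.0 to 68.6) of KO summits had a WT summit, against 8.32% placed. In each of these 4 comparisons 0 of 1000 placements reached the observed share. Among the alternatives fixed beforehand, the H3K9me3 share of WT summits moved most when overlap of at least 50% of the summit window was required, to 20.02%.

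The shared fraction rose with peak strength for H3K9me3. It was 24.2% (23.9 to 24.6) for WT summits with a −log10 q-value under 2.5 and 71.7% (70.6 to 72.9) for those of at least 5. The same classes of WT H3K27me3 summits gave 41.7% (41.2 to 42.1) and 77.5% (76.8 to 78.3). In the KO direction the H3K9me3 share rose likewise, from 24.3% under 2.5 to 74.5% at 5 or more. The KO H3K27me3 share varied less, with 64.1% under 2.5, 69.1% at 5 or more and 68.3% at 10 or more. Among WT summits of at least 10, the order of the marks was reversed, with 84.5% (80.3 to 88.0) of 330 WT H3K9me3 summits and 73.2% (71.4 to 74.9) of 2508 WT H3K27me3 summits shared with KO cells. Strong summits without a counterpart were few for H3K9me3, with 51 WT and 42 KO summits of at least 10. For H3K27me3 there were 672 WT and 554 KO summits of this kind.

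**Figure D1:**
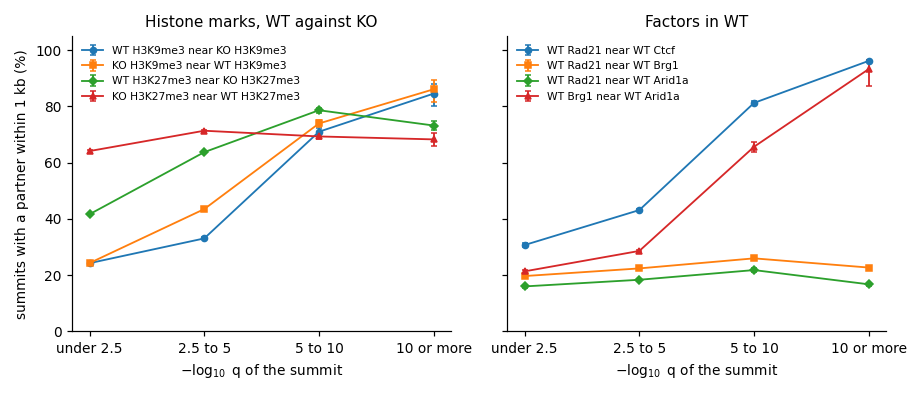
Share of summits with a partner summit within 1 kb (vertical axis, percent) by the −log10 q-value of the summit (horizontal axis), for the histone marks between WT and KO cells (left) and for factors in WT cells (right); points are shares and whiskers 95% Wilson intervals. The WT H3K9me3 share rises from 24.2% under 2.5 to 84.5% at 10 or more, whereas the share of Rad21 summits near Brg1 lies between 19.7% and 26.0% in the 4 classes.

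Gene annotation separated the H3K9me3 lists more than the H3K27me3 lists. Promoters held 17.3% (17.1 to 17.5) of WT and 9.45% (9.29 to 9.61) of KO H3K9me3 summits, where random placement gave 11.4% and 11.2%. For H3K27me3 the promoter shares were 16.4% (16.1 to 16.6) in WT and 17.2% (16.9 to 17.4) in KO cells, against 11.7% and 11.8% placed. At a −log10 q-value of at least 5 the promoter shares were 13.2% in WT and 8.24% in KO cells for H3K9me3, and 31.5% and 33.4% for H3K27me3. With a promoter window of 5 kb the H3K9me3 shares became 31.5% in WT and 20.97% in KO cells. Of 21938 protein-coding genes, 8500 had a WT and 3068 had a KO H3K9me3 summit within 2 kb of the start, and 1601 had both. H3K27me3 summits marked 5127 starts in WT and 4348 in KO cells, with 3781 in both, 1346 in WT only and 567 in KO only. Soft-masked repeat sequence lay under 39.9% of WT and 51.3% of KO H3K9me3 summits, compared with 36.4% of the genome. For H3K27me3 these shares were 22.3% in WT and 21.03% in KO cells. Median GC content around the summits was 46.7% for WT and 43.9% for KO H3K9me3.

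Then the lists of SWI/SNF subunits and architectural proteins in WT cells were compared, to ask whether these proteins share genomic positions. Brg1 summits lay within 1 kb of an Arid1a summit in 27.5% (27.2 to 27.8) of cases, against 6.76% placed. Rad21 summits had a Ctcf summit in 52.0% (51.7 to 52.3) of cases, against 7.17% placed. A Brg1 summit was found near 22.2% (21.9 to 22.5) of Rad21 summits, against 6.92% placed, and an Arid1a summit near 18.0% (17.7 to 18.2), against 6.15% placed. Conversely, 27.4% (27.1 to 27.8) of Brg1 summits had a Rad21 summit, against 8.28% placed. Ctcf summits had a Brg1 summit in 18.2% (17.9 to 18.4) of cases, against 6.68% placed. All 3 partners, Brg1, Ctcf and Arid1a, were present at 5344 Rad21 summits, or 5.26% (5.12 to 5.396), against 0.537% placed. In these 7 comparisons 0 of 1000 placements reached the observed share. With the partner displaced by only 10 to 50 kb, the placed share was 12.5% for Brg1 near Arid1a, 13.2% for Rad21 near Ctcf and 11.2% for Rad21 near Brg1. The ratios of observed to placed share fell from 4.07 to 2.21, from 7.26 to 3.94 and from 3.21 to 1.99. Part of each excess thus followed regional density, and the other comparisons were not displaced in this way. Among the alternatives fixed beforehand, the share of Rad21 summits near Brg1 moved most at a −log10 q-value of at least 5 in both lists, to 2.87%, where 3216 Brg1 summits were left.

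**Figure D2:**
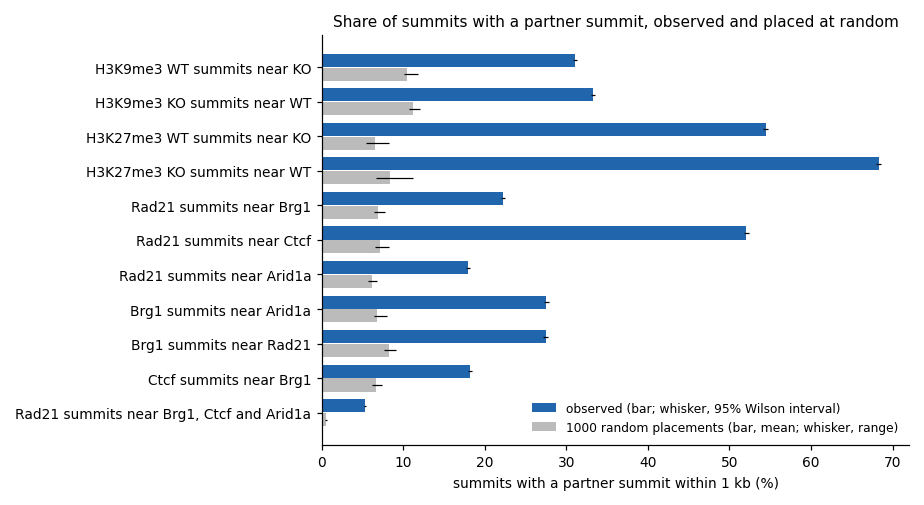
Share of summits with a partner summit within 1 kb (horizontal axis, percent) for the 11 comparisons; blue bars are observed shares with 95% Wilson intervals, and grey bars are means over 1000 random placements with whiskers from the lowest to the highest placement. Every observed share lies above the range of its placements, from 5.26% for Rad21 with 3 partners to 68.3% for KO H3K27me3 near WT H3K27me3.

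Peak strength bore differently on these pairs. Of Rad21 summits with a −log10 q-value of at least 10, 96.2% (95.9 to 96.5) had a Ctcf summit, compared with 30.7% (30.1 to 31.3) of those under 2.5. Of the 119 Brg1 summits of at least 10, 93.3% (87.3 to 96.6) had an Arid1a summit, compared with 21.3% (20.9 to 21.8) of those under 2.5. The share of Rad21 summits near Brg1 was 19.7% (19.2 to 20.2) under 2.5, 26.0% (25.2 to 26.7) from 5 to 10 and 22.7% (21.995 to 23.4) at 10 or more. Counted from the Brg1 side, a Rad21 summit lay near 75.6% (67.2 to 82.5) of Brg1 summits of at least 10 and near 23.2% (22.7 to 23.7) of those under 2.5. Rad21 summits with a Ctcf summit had a Brg1 summit in 22.6% (22.2 to 22.9) of cases, and Rad21 summits without one in 21.8% (21.4 to 22.2). Promoter Rad21 summits had a Brg1 summit in 37.1% (36.5 to 37.7) of cases, and the remaining Rad21 summits in 16.3% (16.1 to 16.6). Among Rad21 summits with Brg1, Ctcf and Arid1a, 67.8% lay at promoters, compared with 20.8% of the 33962 Rad21 summits with none of the 3.

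Distances between paired summits differed as well. Among Rad21 summits with a Ctcf summit within 1 kb, the nearest one was a median of 129 bp away, and 44.0% lay within 100 bp. The median was 358 bp from Rad21 to Brg1, 365 bp from Rad21 to Arid1a and 354 bp from Brg1 to Arid1a. For these pairs 15.3%, 15.1% and 16.4% lay within 100 bp, where an even spread over the window would give 10.045%. The Ctcf consensus lay within 50 bp of 5.91% of Ctcf summits and of 0.189% of the same positions moved by 2 kb. Among the 16434 Ctcf summits with a −log10 q-value of at least 20, the share was 22.5%, and among the 6684 Rad21 summits of this strength it was 21.7%. Over the full lists it was 3.52% for Rad21, 0.115% for Brg1 and 0.0937% for Arid1a. Promoters held 25.8% of Arid1a, 26.4% of Brg1, 26.2% of Ctcf and 28.2% of Rad21 summits. At a −log10 q-value of at least 5 these shares became 65.0% for Arid1a and 54.6% for Brg1, against 27.2% for Ctcf and 30.3% for Rad21.

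Factor and mark lists were also compared with each other. WT H3K9me3 summits lay near Brg1 summits at 2.14 times the placed share and near Rad21 summits at 2.20 times. KO H3K9me3 summits gave ratios of 1.08 for Brg1 and 0.926 for Rad21. H3K27me3 summits were less frequent near Brg1 than placed, with ratios of 0.440 in WT and 0.331 in KO cells. Near Rad21 they were more frequent than placed, with ratios of 1.49 in WT and 1.39 in KO cells. Displacements of 10 to 50 kb in place of circular shifts keep regional density. With them the WT H3K9me3 ratio was 1.43 near Brg1 and 1.37 near Rad21. The KO H3K9me3 ratios were 0.963 and 0.865, and the WT H3K27me3 ratio near Brg1 was 0.622. The other H3K27me3 ratios, including those near Rad21, were not displaced in this way. Regional density was therefore not set apart for them. The factors were profiled in WT cells only, so the KO marks were set against WT factor positions.

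**Figure D3:**
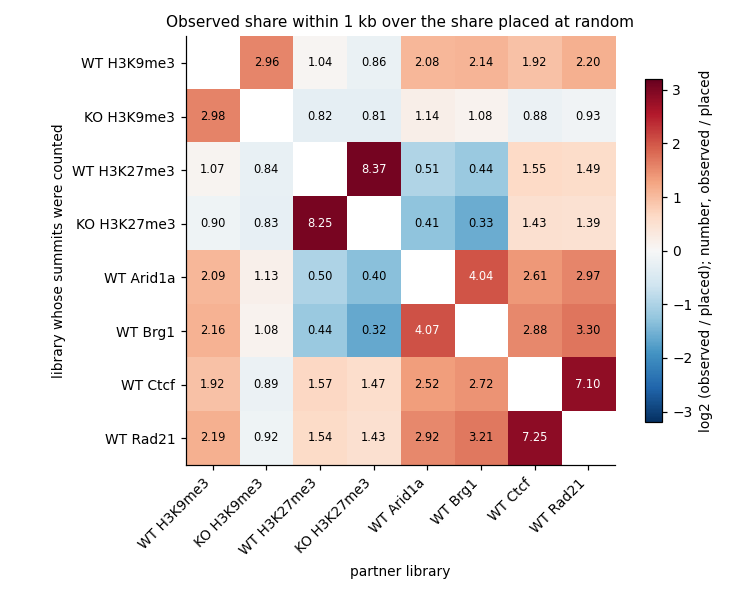
Ratio of the observed share of summits with a partner within 1 kb to the mean share over 100 random placements, for each list (vertical axis) against each other list (horizontal axis); colour is the log2 of the ratio and the number is the ratio. The highest ratio is 8.37 for WT H3K27me3 near KO H3K27me3, and the lowest is 0.322 for Brg1 near KO H3K27me3.

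The number of summits per Mb of reference sequence varied between chromosomes. Arid1a ranged over the autosomes from 3.77 per Mb on chromosome 14 to 68.1 on chromosome 19, and Brg1 from 5.09 to 71.02 on the same chromosomes. Ctcf ranged from 18.4 on chromosome 13 to 62.1 on chromosome 11. WT H3K9me3 ranged from 18.9 on chromosome 14 to 98.3 on chromosome 10, and KO H3K9me3 from 22.6 to 95.3 on the same chromosomes. Protein-coding genes per Mb varied by 2.59 times between the autosomes.

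**Figure D4:**
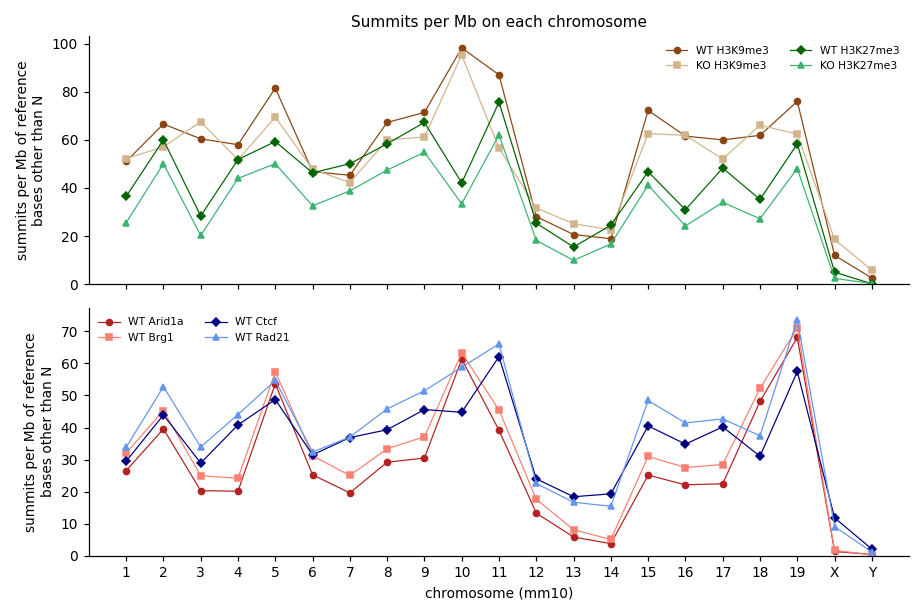
Summits per Mb of reference bases other than N (vertical axis) on each mm10 chromosome (horizontal axis) for the 4 mark lists (top) and the 4 factor lists (bottom); each point is a chromosome in a single list, and lines join points of the same list. Among autosomes, Arid1a ranges from 68.1 summits per Mb on chromosome 19 to 3.77 on chromosome 14, and it is lower on X (1.33) and Y (0.374).

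At the genes named by the study, summits were counted in the gene body with 50 kb on each side. Around Arid1a itself (chromosome 4, 133679008 to 133756769, minus strand) 22 WT and 4 KO H3K9me3 summits were listed, with 14 Arid1a, 11 Brg1, 14 Ctcf and 23 Rad21 summits. The lists hold no reads, so the deleted exon could not be examined. Smarca4 (chromosome 9, 21616169 to 21704230, plus strand) had 25 WT and 4 KO H3K9me3 summits and 0 H3K27me3 summits in either genotype. Around Ctcf (chromosome 8, 105636568 to 105682922, plus strand) there were 23 WT and 6 KO H3K9me3 summits, whereas Rad21 (chromosome 15, 51962240 to 51991747, minus strand) had 7 WT and 5 KO. Within 2 kb of the gene body the H3K9me3 counts of the Ctcf gene were 3 in WT and 5 in KO cells, the opposite order. The strongest WT H3K9me3 summit had a −log10 q-value of 5.09 around Smarca4, 4.79 around Arid1a and 4.03 around Ctcf. These counts thus rest on weak calls. Over all protein-coding genes, 8500 starts had a WT and 3068 a KO H3K9me3 summit. A WT excess at a gene therefore cannot be told apart from this difference between the whole lists.

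Pmp22 (chromosome 11, 63128982 to 63159547, plus strand) had 16 H3K9me3 summits in each genotype, and 2 H3K27me3 summits in WT against 0 in KO cells. Its strongest Ctcf summit (63135818, −log10 q-value 78.8) and Rad21 summit (63135796, 52.5) lay in an intron of the gene. Gsc (chromosome 12, 104471209 to 104473330, minus strand) lay in a string of H3K27me3 summits, 35 in WT and 31 in KO cells, with 0 Arid1a and 0 Brg1 summits. Its strongest H3K27me3 summit was at 104473005 in WT (14.0) and at 104474540 in KO cells (16.6), both in the promoter class. Cdh5 (chromosome 8, 104101625 to 104144511, plus strand) had 58 WT and 49 KO H3K27me3 summits. Six2 (chromosome 17, 85684277 to 85688274, minus strand) had 32 WT and 42 KO. Rnf125 (chromosome 18, 20944625 to 20983862, plus strand) had 15 WT and 6 KO H3K27me3 summits. Atg10 (chromosome 13, 90935356 to 91223968, minus strand) had 1 WT and 0 KO. H3K9me3 summits at these genes numbered 9 WT and 12 KO for Rnf125, 14 and 14 for Cdh5, and 2 and 2 for Gsc. They numbered 5 WT and 4 KO for Atg10 and 3 WT and 2 KO for Six2. No replicate error exists for any of these counts.

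**Figure D5:**
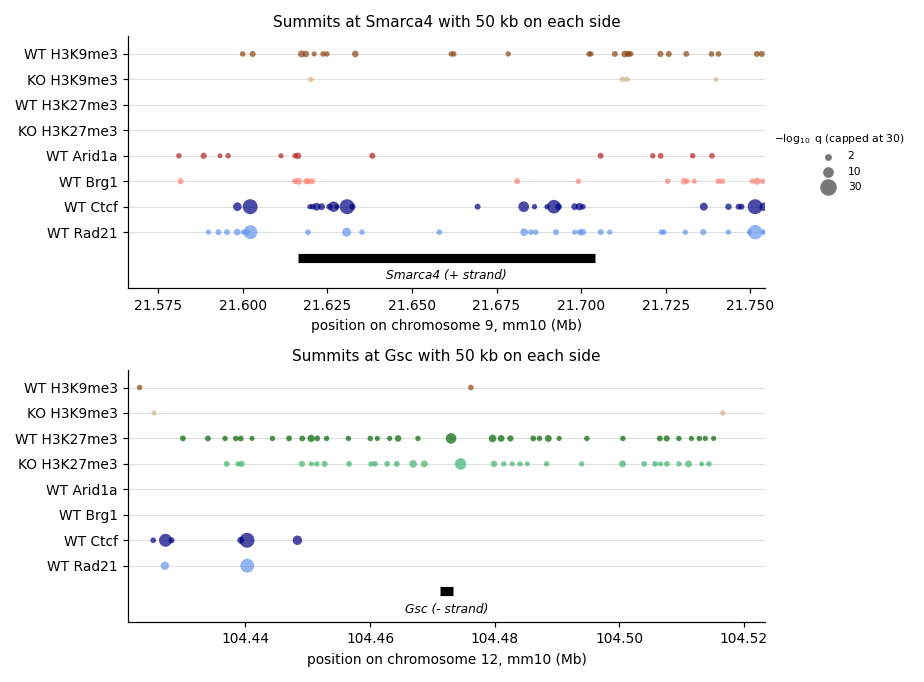
Summits in the 8 lists at Smarca4 (top) and Gsc (bottom) with 50 kb on each side, by mm10 position in Mb (horizontal axis) and list (vertical axis); each dot is a summit, its area grows with the −log10 q-value up to 30, and the black bar is the gene. Smarca4 has 25 WT and 4 KO H3K9me3 summits, and Gsc has 35 WT and 31 KO H3K27me3 summits. The strongest H3K9me3 summit at Smarca4 has a −log10 q-value of 5.09 in WT and 2.69 in KO cells.

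Of the 12 strongest mark peaks without a counterpart within 1 kb in the other genotype, 11 had a summit of the other genotype between 1082 and 10734 bp away. The remaining one was the strongest WT H3K9me3 peak of this kind (chromosome X, 106186926, −log10 q-value 53.4), which lay 174 bp upstream of Pgk1, outside exons, with the nearest KO H3K9me3 summit 79060 bp away. The other WT H3K9me3 peaks lay near Gm10800 on chromosome 2 (98665086, intergenic, 27.2) and in an exon of Gm21738 on chromosome 14 (19415918, 26.0). The strongest KO H3K9me3 peaks without a WT counterpart were on chromosome 18 (3005842, intergenic, 46.6), on chromosome 17 within the ribosomal RNA gene CT010467.1 (39847047, 37.9) and on chromosome 9 within Gm10719 (3019920, 27.01). These named peaks were not filtered for regions shared by many antibodies. Counting their own list, 5 lists held a summit within 1 kb of the Pgk1 and chromosome 14 peaks. For the chromosome 18 and chromosome 9 peaks the number was 4. The chromosome 2 and chromosome 17 peaks had a summit in no other list. For H3K27me3, 5 of the 6 peaks fell within Gm20388 on chromosome 8, between 123551317 and 123617513, at soft-masked bases. The other was an intergenic WT peak on chromosome 19 (44753606, 58.1), 2439 bp upstream of Pax2.

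The strongest Rad21 summits with Brg1, Ctcf and Arid1a summits within 1 kb were on chromosomes 10 and 16. The first (chromosome 10, 126919285, −log10 q-value 104.2) was intergenic, 17930 bp upstream of Atp23, and the reference sequence from 126919265 to 126919305 was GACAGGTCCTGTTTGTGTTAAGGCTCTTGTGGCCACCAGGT. Its Ctcf summit (149) was 51 bp away, and its Brg1 (2.59) and Arid1a (3.40) summits were weak. Summits of WT H3K9me3 (4.13), KO H3K9me3 (4.58) and WT H3K27me3 (3.56) also lay within 1 kb. In all, 7 of the 8 lists held a summit there, so the site was not particular to these 4 factors. The second (chromosome 16, 3123085, 96.97) was intergenic, with the sequence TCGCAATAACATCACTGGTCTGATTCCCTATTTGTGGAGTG from 3123065 to 3123105. Its Ctcf summit (231) was 69 bp away, and its Brg1 summit had a −log10 q-value of 1.76. The third (chromosome 10, 80929226, 96.3) lay in the promoter class, 847 bp upstream of Gadd45b, with the sequence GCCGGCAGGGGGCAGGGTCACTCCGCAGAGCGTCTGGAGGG from 80929206 to 80929246. Its Brg1 summit (10.2) was 967 bp away.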

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

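The test in this part was chosen after the result had been seen. A single Arid1a summit lay on the mitochondrial chromosome (position 15840, mm10), outside the chromosomes used in the comparisons, with a −log10 q-value of 3.18. It stood out because it is a signal in data that no comparison used, above the lowest value in the Arid1a list (1.305). If mitochondrial reads common to all samples were the source, other lists would hold a summit there as well. The number of lists with a mitochondrial summit was 1, which restates the observation and adds no evidence. A difference in mitochondrial read content between libraries cannot be tested without reads, so the summit cannot be told apart from a chance call or from such a difference. No biological explanation was tested.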

How the results depend on the processing

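The 11 overlap shares were recomputed under the alternatives. Each share stayed above its placements, and 0 of 200 placements reached it, under all settings that gave a value. The ratio of observed to placed share ran from 2.71 to 9.78 on autosomes only, from 2.76 to 13.3 with equal numbers of peaks, from 2.75 to 10.02 without regions shared by many antibodies, and from 3.19 to 14.7 with overlap of at least 50% of the summit window. With 4 mark comparisons after merging peaks within 3 kb it ran from 2.13 to 6.41, and with 7 factor comparisons more than 2 kb from every annotated start from 2.51 to 11.3. Among peaks with a −log10 q-value of at least 5 it ran from 6.87 to 78.3, while the shares themselves ran from 0.347% to 82.0%. After the data had been seen, a limit of 100 bp was added and gave ratios from 3.48 to 32.9. Summits on the same base, also added later, gave 10 ratios from 4.29 to 49.7. No value could be given there for Rad21 with 3 partners, because no such summit was observed or placed. The sizes of the shares thus changed with the distance, the threshold and other settings, while their direction did not. More than 2 kb from every annotated start, the share of Rad21 summits near Brg1 fell from 22.2% to 15.9%. For Rad21 with 3 partners it fell from 5.26% to 2.19%. Merging within 3 kb moved the share of KO H3K27me3 peaks with a WT partner from 68.3% to 73.4%.

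Peak counts depended on the threshold. At a −log10 q-value of at least 5 there were 5942 WT and 6542 KO H3K9me3 peaks, 12427 WT and 10174 KO H3K27me3 peaks, and 1752 Arid1a, 3216 Brg1, 37680 Ctcf and 26497 Rad21 peaks. Merging within 3 kb left 91488 WT and 87602 KO H3K9me3 regions and 40890 WT and 33766 KO H3K27me3 regions. The KO to WT ratio of H3K9me3 counts was 0.938 in the full lists and reversed to 1.101 at a −log10 q-value of at least 5. It was 0.928 on autosomes, 0.952 without regions shared by many antibodies and 0.958 after merging. The ratio of H3K27me3 counts, 0.785 in the full lists, became 0.819 at the stricter threshold and 0.826 after merging. The cause was not tested. Read depth is unknown, and its effect on these ratios was not tested.

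A wider promoter window can only raise a share and a narrower gene window can only lower a count, so the following values do not speak to stability. With a promoter window of 5 kb all 8 promoter shares moved out of their intervals. Of the 80 counts at named genes, 61 changed by more than 1.5 times with 2 kb in place of 50 kb on each side, and 19 did not.

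Not run were the filter on fold enrichment and all comparisons of covered length, for which the lists used here give no value. Extension of the summits by 500 bp became the main setting. No paired analysis was possible because each group had 1 library.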

Other observations

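The tests of weak peaks, of the WT input and of the Pgk1 upstream region against that input were chosen after the results had been seen, and the other tests in this part were written down before their values were computed. All patterns below were noticed in these lists and tested on the same lists.

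WT H3K9me3 summits lay near Brg1 summits more often than random placement gives (14.9% against 6.94%), while KO H3K9me3 summits did so little more often than placed (7.26% against 6.73%). Weak peaks near the calling threshold were weighed first, and the ratio among WT H3K9me3 summits with a −log10 q-value of at least 5 was 2.12. GC content left 87.2% of the WT over KO excess after the WT summits had been weighted to the GC distribution of the KO summits. Promoters were set aside by keeping summits more than 2 kb from every start, and the ratio was 2.17 in WT and 1.27 in KO cells. The same step lowered the placed shares, to 5.26% in WT and 5.12% in KO cells. Its own effect on the ratios was not measured. The WT input, taken to be shared by the WT lists because the sample titles name 1 input per genotype, was weighed through weak WT H3K27me3 summits, whose ratio near Brg1 was 0.463. That test is limited, because H3K27me3 itself avoided Brg1. With displacements of 10 to 50 kb in place of circular shifts, the WT ratio was 1.43 and the KO ratio 0.963. A difference between the H3K9me3 libraries other than genotype was examined through WT summits that had a KO summit within 1 kb, where the ratio was 1.53. This value cannot separate genotype from a library difference, because it selects WT summits by KO summits, whose own ratio near Brg1 was 1.08. With 1 library per genotype, the pattern cannot be told apart from such a difference, for example in antibody efficiency or open-chromatin background. A hypothesis that remains is that H3K9me3 signal at accessible sites may fall after Arid1a loss, and replicate libraries would be needed to examine it.

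Rad21 summits near Brg1 were tested against regional peak density, promoters and Ctcf. With Brg1 displaced by only 10 to 50 kb, the ratio was 1.99, compared with 3.21 under circular shifts, so part of the excess followed regional density. With both lists limited to summits away from annotated starts the ratio was 3.01, a step that also lowers the placed share. Against all Brg1 summits the ratio was 2.34 for Rad21 summits outside promoters and 5.39 for those at promoters, so part of the excess lay at promoters. For Rad21 summits with no Ctcf summit within 1 kb the ratio was 3.04. None of these 3 explanations removed the whole excess. Leaving out factor summits within 1 kb of both marks in WT cells gave a ratio of 3.25. That setting does not select accessible chromatin, which was not measured in the lists used here, and the median spacing of 358 bp leaves room for it. A candidate explanation is that Brg1 and Rad21 may occupy the same accessible regions without a fixed spacing. Brg1 and Arid1a, subunits of the same complex, had a median spacing of 354 bp. The spacing of these summits therefore cannot tell direct binding from shared regions. The study reported direct binding of BRG1 to RAD21 in vitro, which the peak lists do not address.

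WT and KO H3K9me3 summits met less often than WT and KO H3K27me3 summits, by 23.3 percentage points over all WT summits. Among WT summits with a −log10 q-value of at least 5 the difference was 5.80 percentage points, or 24.8% of the full difference. With the threshold on the KO list alone the order was reversed, and 74.5% of KO H3K9me3 and 69.1% of KO H3K27me3 summits had a WT counterpart, although the ratio to placement stayed lower for H3K9me3 (6.77 against 8.05). With the threshold on both lists the order was kept, at 27.9% for H3K9me3 against 35.8% for H3K27me3 in the WT direction and 25.1% against 43.7% in the KO direction. The ratios to placement were then higher for H3K9me3, 49.3 against 34.8 in the WT direction and 49.3 against 34.6 in the KO direction. The part of weak peaks in the difference thus depended on which list was filtered and on the measure, and no biological explanation was tested.

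Summits per Mb differed between autosomes, in an order that the lists shared to differing degrees. Rad21 reached 73.7 summits per Mb on chromosome 19 and 15.4 on chromosome 14, and Arid1a reached 68.1 and 3.77 on the same chromosomes. Spearman's rho between lists over the 19 autosomes ran from 0.270 to 0.993 in the 28 pairs of lists, the lowest being KO H3K9me3 with WT H3K27me3. After gene density had been regressed out it ran from 0.470 to 0.998. Chromosomes are not replicates, and these values describe the lists only. Gene and motif density were weighed through the share of Ctcf consensus matches with a Ctcf summit within 50 bp, which was 49.0% on chromosome 19 and 34.2% on chromosome 14, a ratio of 1.43. Unequal copy number in the cell line was weighed by comparing weak and strong Ctcf summits per consensus match. The highest to lowest ratio was 2.86 for summits under 5 and 2.60 for summits of at least 20, and their quotient of 1.099 (95% interval 0.947 to 1.28 from counting error) leaves copy number open. The pattern cannot be told apart from unequal copy number, and the read counts of the inputs would be needed to test it. No biological explanation was tested.

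A strong summit lay just upstream of Pgk1 (start at chromosome X, 106187100) in 5 of the 6 WT lists. The −log10 q-values were 53.4 for H3K9me3, 27.01 for Arid1a, 27.3 for Brg1, 22.4 for Ctcf and 33.0 for Rad21, at distances from 115 to 198 bp. The nearest KO H3K9me3 summit was 78886 bp from the start. Among 21938 protein-coding genes, the number of starts with summits of at least 20 within 1 kb in all 5 lists was 1, Pgk1. This count says little about extra copies, because the combination was taken from Pgk1 itself and only 9 Arid1a and 15 Brg1 summits in the full lists reached 20. Pgk1 promoter fragments are common parts of gene transfer vectors, and extra copies of this promoter in the WT cells are a candidate explanation that could not be decided from lists without reads. The WT input alone was weighed through WT H3K27me3, whose nearest summit was 297019 bp from the start, a test that holds only if the WT lists were called against the same input. KO cells were profiled only for the histone marks, so H3K9me3 is the only one of these 5 antibodies for which the genotypes can be compared.

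Some of the strongest H3K9me3 summits recurred across antibodies. The summit's own list was counted among the 8 lists. Of the 38 WT H3K9me3 summits with a −log10 q-value of at least 20, 7 had a summit within 1 kb in at least 5 of the 8 lists, and 1 had none in any other list. Of the 48 KO H3K9me3 summits of this strength, 5 had a summit in at least 5 lists and 5 had none in any other list. The shares in at least 5 lists were thus 18.4% in WT and 10.4% in KO. For H3K27me3 they were 12.6% in WT and 12.5% in KO. They were 33.3% for the 9 Arid1a, 26.7% for the 15 Brg1, 7.44% for the Ctcf and 7.88% for the Rad21 summits of this strength. Within 1 kb, the recurrence was therefore not particular to H3K9me3. Within 100 bp, the H3K9me3 summits present in at least 5 of the 8 lists, their own included, numbered 5 in WT and 1 in KO. The same count was 2 of 605 WT and 2 of 287 KO H3K27me3 summits, 9 of 16434 Ctcf and 2 of 6684 Rad21 summits. It was 1 of 9 Arid1a and 1 of 15 Brg1 summits, too few to compare. At this distance recurrence was thus more frequent for WT H3K9me3 (5 of 38) than for H3K27me3, Ctcf and Rad21.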
